A study of Mus musculus with 4 samples. Its data were reported in "CREPT is required for murine stem cell maintenance during intestinal regeneration" (2021).

How the data were processed

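Total RNA was extracted with Trizol from intestinal tissue of both genotypes, WT and Vil-CREPT-KO, 3 days after 10 Gy of X-rays, and libraries were made by the BGI protocol. The labels name the tissue only as intestine, without the segment or whether crypts were isolated. The study's methods speak of intestines and a figure legend of crypts, so which material was sequenced is not settled. Groups and replicate numbers came from the sample labels, 2 libraries per group. The study describes the replicates as biological, and the labels do not say which animals they came from, so p-values measure the spread between these samples.

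The authors deposited 1 table with FPKM values for each library. FPKM divides the fragments of a gene by its length and by the number of fragments mapped, so a few abundant transcripts lower the values of all others in the same library. The 10 most abundant genes held between 17.46% and 18.96% of the summed FPKM. Per the study's methods, clean reads were mapped to reference transcripts of GRCm38.p6 with Bowtie2 and levels were calculated with RSEM, which divides reads shared between similar genes by estimate. The submitters' processing notes also name HISAT, without its role, and mm10; versions are not given in the sources used here. The authors tested genes with DESeq2 at a q-value below 0.05 and an absolute log2 fold change above 1. Read counts were not used here, so no count model was run.

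The table held 17505 gene identifiers, of which 17473 were matched to a symbol and 32 were not; 17424 are protein coding and 0 are mitochondrial. Gene coordinates are from RefSeq by NCBI gene ID. Those of exon 3 of Rprd1b are from the GENCODE vM21 annotation of mm10, counted from 1. Depth was estimated from the smallest steps between the low FPKM values of 1281 genes with transcripts up to 1500 bp. These steps gave 16800000 to 17700000 fragments per library, within a few percent of each other. Values did not come out as whole reads for nearly all genes, so reads were not recovered, and no counting interval is given for single values.

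Values were used as log2(FPKM + 1), and genes with a mean of at least 1 FPKM over the 4 libraries were tested (11621 tested, 5884 below). limma's linear model with a mean-variance trend in its moderated variances compared the groups in R 4.3.3 with limma 3.58.1, two-sided, with Benjamini-Hochberg adjustment. The fit had 2 residual and 3.08 prior degrees of freedom. A gene was called at an adjusted p under 0.05 with an absolute log2 fold change above 1. Errors on means are SDs over n = 2. The 2 against 2 design cannot give an exact permutation p below 0.333, so single-gene p-values rest on the variance shared across genes.

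Lists of genes for pathways, cell types and regions (56 lists) were tested with camera at a preset correlation between genes of 0.01, where at least 5 members were tested (49 lists), with adjustment over these lists. Beside it stand camera with an estimated correlation, and fry. With an estimated correlation, camera has only the 2 residual degrees of freedom of the fit, so few lists can pass it. The mixed form of fry asks whether members differ in either direction. A count adjusted over the list alone uses Benjamini-Hochberg adjustment within the list at an adjusted p under 0.05, with no fold threshold. Symbols absent from the table were matched through synonyms where a single gene carried the synonym. Mitochondrial names were kept out of this step after COX1 and COX2 were seen to match other genes, which left that list with 0 genes.

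The design, the test, the thresholds, the lists, the alternatives and the rule for naming genes were chosen before the data were examined. The rule names Rprd1b and its relatives Rprd1a and Rprd2; all Wnt target and lineage genes the study's text names, with Lgr5 and Olfm4; and the 10 largest called changes in each direction. Those 10 needed no overlap between groups and a mean of at least 5 FPKM in the higher group. It further names up to 4 called members of a described list, or up to 2 of its most abundant members where none was called, called members that move against their list, and the 3 most abundant genes of each group. The rule's clause on members against the list was read as called members only. Lists of stomach and duodenal genes, and Defa24, Lyz1 and Mptx2, were chosen after values were seen, as was a rescaling of each library without the stomach mucous and pancreatic genes. Lists that did not pass were first left out of the account of alternatives and then restored, so that all 49 tested lists and the tested genes under the rule are covered. The result of 1 gene under the rule is withheld and not reported.

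The alternatives were pseudocounts of 0.1 and 5, no filter and a filter at 5 FPKM, quantile normalization, centring on the median, no variance trend, robust moderation, adjusted p alone, a test against a fold of 1.5, the replicate number as a block, and leaving out each library in turn. Where 1 library is left in a group, it is assumed to vary like the other group. The procedure was tested on simulated data with the libraries' own means over 11476 genes. Of 50 genes changed at each size it called 18% at a log2 fold change of 1, 96% at 2, 98% at 3 and 100% at 5, with 11 false calls. Of 5 simulated lists with a shift it found 5, and of 40 without a shift it called 0. Simulated genes were drawn independently and with the same variance in both groups, while the interferon list had an estimated correlation of 0.785. The simulation thus does not test false calls in lists of correlated genes. Tables were read with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.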

Results

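RNA from the intestines of irradiated C57BL/6 mice was sequenced on the BGISEQ platform, as 4 libraries. CREPT, encoded by Rprd1b, is a protein that binds the C-terminal domain of RNA polymerase II. In Vil-CREPT-KO mice the gene is deleted in the intestinal epithelium, where villin drives the Cre recombinase. Wild-type (WT) and Vil-CREPT-KO mice received 10 Gy of X-rays and the intestines were taken 3 days later, with 2 libraries in each group. The levels are FPKM, fragments relative to transcript length and to the number of mapped fragments, for 17505 genes. Spacing between the lowest values put the depth near 17700000 and 17400000 fragments in Vil-CREPT-KO 1 and 2, and near 17700000 and 16800000 in WT 1 and 2. Between 16314 and 16499 genes had a value above 0 in a library. Log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes, and are Vil-CREPT-KO relative to WT. Changes given as a number of folds are ratios of the group means in FPKM, the higher group over the lower. Those ratios are not the tested effect.

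The comparison asks which genes depend on CREPT while the intestine regenerates. Mucous genes shared by the stomach and the glands of the upper duodenum were far lower in the Vil-CREPT-KO intestine: Muc6, a gland mucin, was at 0.855 ± 0.247 FPKM against 1869 ± 156 in WT (SD, n = 2). The groups may also differ in the tissue sampled. The median of 6 duodenal genes, chosen after some values were seen, was 1.91% and 52.2% of the WT mean in Vil-CREPT-KO 1 and 2. The differences given here thus cannot be credited to CREPT alone. The stem cell gene Olfm4 fell 13.6-fold (24.1-fold without Vil-CREPT-KO 2), the goblet cell regulator Spdef fell 6.25-fold, and Cd44, a Wnt target, fell 2.32-fold. Retnlb, an antimicrobial protein of goblet cells, rose 121-fold, from 2.17 ± 0.163 to 264.1 ± 105 FPKM. Among the lists of genes, those of cycling cells, stem cells, goblet cells and interferon response were lower, and those of Paneth cells, matrix and inflammation were higher. These list differences did not pass with camera at an estimated correlation (adjusted p = 0.642 for each). That form has only the 2 residual degrees of freedom of the fit, so the loss cannot be put down to correlation alone. In these lists the estimated correlation ran from 0.0983 (stem cells) to 0.785 (interferon response), all above the preset 0.01. It was 0.769 for Paneth cells, 0.706 for cycling cells and 0.664 for matrix. Correlation may thus account for their loss too, which this form cannot tell apart from its few degrees of freedom. Outside these lists, the mast cell list had an estimated correlation of -0.0657, below the preset. Its camera p still went from 0.000737 to 0.0750.

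Rprd1b (gene ID 70470, mm10 chromosome 2, 158028475 to 158078207) was measured first, since it is the deleted gene. It was at 4.01 and 3.93 FPKM in the Vil-CREPT-KO libraries and at 5.99 and 7.19 FPKM in the WT libraries, so both Vil-CREPT-KO values lay below both WT values. The mean was 0.602 of the WT mean, and the log2 difference of -0.61 (SE 0.15) was not past the threshold (adjusted p = 0.129). An exact two-sided permutation test of 2 against 2 libraries cannot give a p below 0.333. The deleted exon 3 (chromosome 2, 158043406 to 158043539) has 134 bp and is coding in 4 of 4 annotated transcripts. It is 2.98% of a 4504 bp transcript with 7 exons, so a level over the whole gene says little of that exon. RNA of cells without villin-driven Cre was present, with the smooth muscle gene Acta2 at 171 ± 59.5 against 196 ± 69.7 FPKM. The related genes Rprd1a (0.935 ± 0.106 against 1.90 ± 0.544 FPKM, adjusted p = 0.205) and Rprd2 (3.82 ± 0.156 against 3.21 ± 0.106 FPKM, adjusted p = 0.480) did not pass either.

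**Figure D1:**
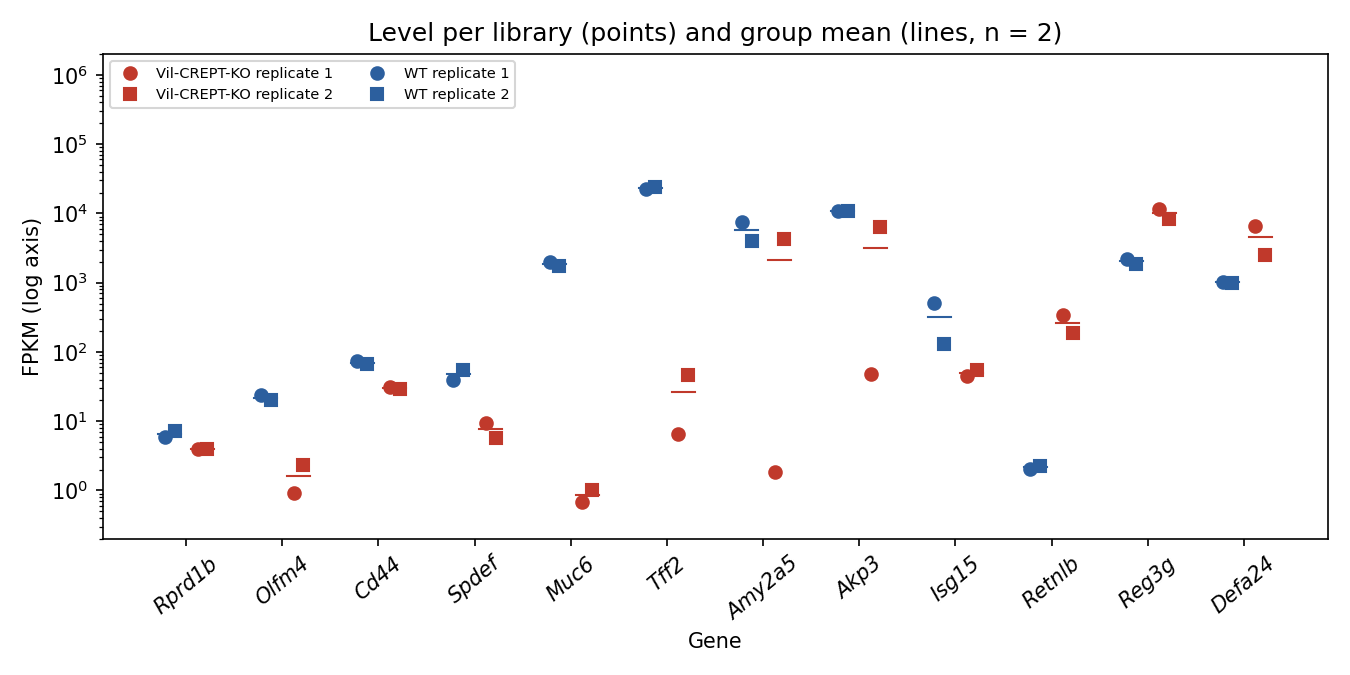
Levels of selected genes in each library (FPKM, log axis), with 1 point per library, Vil-CREPT-KO in red, WT in blue and the group mean as a line. Muc6 was at 0.68 and 1.03 FPKM in Vil-CREPT-KO and at 1979.49 and 1758.64 FPKM in WT.

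Of 11621 genes tested with limma, 45 were higher and 196 lower in Vil-CREPT-KO, at an adjusted p under 0.05 and an absolute log2 fold change above 1. Both Vil-CREPT-KO values lay on one side of both WT values for 53.9% of the tested genes, where chance gives 33.3%. The libraries did not separate cleanly by genotype: Pearson's r across genes was 0.955 between the Vil-CREPT-KO libraries, 0.956 between Vil-CREPT-KO 2 and WT 2, and 0.985 between the WT libraries. With 1 WT library left out, the spread comes from the Vil-CREPT-KO pair alone. Calls then ended while most folds held. Of 51 named called genes the fold stayed within 1.5 times for 45 without WT 1 and 49 without WT 2. Without Vil-CREPT-KO 1 and 2 it did so for 46 and 44. These genes were picked because they were called, which favours folds that move little, so this does not show that the calls hold. The adjusted p without a WT library given below come from the spread of the Vil-CREPT-KO pair. With all libraries that spread is pooled with that of the closer WT pair. Without WT 1 only Gkn3, Muc6, Gkn2 and Gkn1 passed (4 genes), and without WT 2 those and Psca and Muc5ac (6 genes). Without Vil-CREPT-KO 1 the total was 444, and without Vil-CREPT-KO 2 it was 911, of which 45% were higher. With no filter on low values 78 genes passed, and 35 of the named calls were lost, those of Olfm4, Cd44 and Spdef among them. The most abundant transcripts were Reg3b, Reg3g and Apoa1 in Vil-CREPT-KO and Tff2, Prap1 and Reg3b in WT. Prap1 was at 7043 ± 2417 FPKM in Vil-CREPT-KO and 11332 ± 1400.03 in WT (adjusted p = 0.415).

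**Figure D2:**
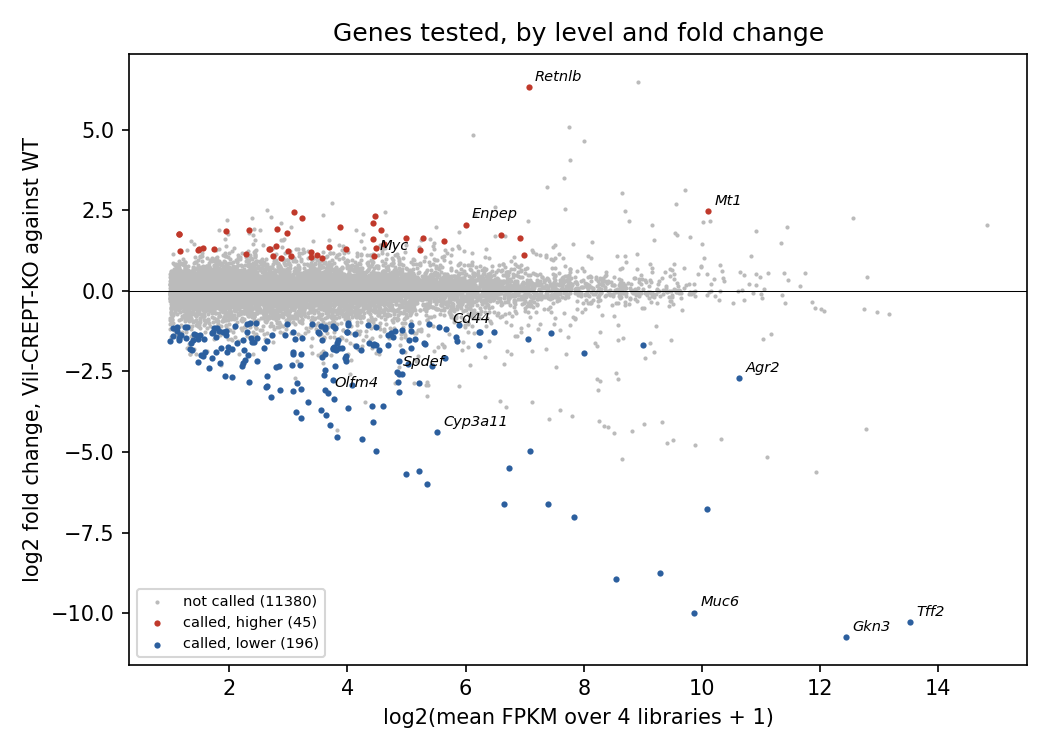
Log2 fold change (Vil-CREPT-KO relative to WT) of each tested gene against its mean level (log2 FPKM + 1), with the 45 genes called higher and the 196 called lower in colour. Gkn3, Tff2 and Muc6 lie lowest, and Retnlb highest among the called genes.

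The 10 largest decreases that met the naming rule were mostly in genes of mucous epithelium. Gkn3 (gene ID 68888, chromosome 6, 87383319 to 87388935), a gastrokine, fell 2042-fold, from 11087 ± 3399.9 to 5.43 ± 1.23 FPKM (adjusted p = 0.000966). Tff2, a trefoil peptide of gland mucus, fell 888-fold from 23379.7 ± 1392 to 26.3 ± 27.9 FPKM (adjusted p = 0.0130; 507-fold without Vil-CREPT-KO 1 and 3564-fold without Vil-CREPT-KO 2), and Muc6 (gene ID 353328, chromosome 7, 141633459 to 141655393) fell 2186-fold (adjusted p = 0.000256). The surface mucous genes Gkn2, Gkn1, Tff1, Psca and Muc5ac fell as well, with log2 fold changes of -8.75, -7.02, -6.76, -6.61 and -5.68. Without Vil-CREPT-KO 1, Vil-CREPT-KO 2, WT 1 and WT 2 in turn Tff1 was at -5.30, -8.21, -6.15 and -7.37, and without WT 1 and WT 2 Psca was at -5.86 and -7.36 and Muc5ac at -4.84 and -6.52. The call of Tff1 ended in 7 of 12 alternatives, among them a pseudocount of 0.1, quantile normalization and centring on the median (adjusted p = 0.0585, 0.0501 and 0.0571). With no filter on low values the calls of Tff2 and Muc5ac ended as well (limma adjusted p = 0.0553 and 0.0620). Mucl3 fell by 6.60 and the glycosyltransferase A4gnt by 5.99 on the log2 scale. Pgc, a pepsinogen, and Aqp5, a water channel, were looked at after these values were seen and fell by 5.50 and 3.59. In 2 lists also chosen after the values were seen, 5 of 5 genes of stomach surface cells and 6 of 6 genes of pyloric and Brunner's glands fell. Together these 11 genes took 0.00469% and 0.0203% of the summed FPKM in Vil-CREPT-KO 1 and 2, against 6.91% and 7.39% in WT 1 and 2. With WT 1 or WT 2 left out, adjusted p of the 12 genes with a value here ran from 0.0270 to 0.415.

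Genes of crypt base columnar stem cells were lower in Vil-CREPT-KO. Of 24 tested markers, 7 fell, none rose, and the median log2 fold change was -0.63 (camera adjusted p = 6.8e-08 and adjusted p = 0.642 with an estimated correlation). Adjusted over the list alone, 13 fell and 1 rose. Olfm4 (gene ID 380924, chromosome 14, 80000302 to 80023141) went from 22 ± 2.69 to 1.61 ± 0.997 FPKM (log2 -3.18, SE 0.29, adjusted p = 0.0162), 13.6-fold with all libraries and 24.1-fold without Vil-CREPT-KO 2. The list holds Gkn3, and without the stomach mucous genes its median was -0.60 over 23 genes (camera adjusted p = 1.0e-06). The water channel Aqp1 fell by 2.10 and the growth factor Nrg4 by 1.91 on the log2 scale (Nrg4 at -0.73 with a pseudocount of 5). Lgr5 itself was under the filter at 0.340 ± 0.0141 FPKM in Vil-CREPT-KO and 0.510 ± 0.0424 in WT, and was not tested. Hopx (0.41) and Bmi1 (0.24), markers of reserve stem cells, did not pass, and that list had only 3 tested genes. Without WT 1 or WT 2, adjusted p of Olfm4, Cd44, Aqp1 and Nrg4 ran from 0.198 to 0.361.

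Wnt target genes were called in both directions, though the call of Myc ended in 8 of 12 alternatives. That of Cd44 ended in 4 of 12, among them no filter on low values (limma adjusted p = 0.0602). Cd44 (gene ID 12505, chromosome 2, 102811141 to 102901669), a cell adhesion receptor, fell from 70.0 ± 5.44 to 30.2 ± 1.42 FPKM (adjusted p = 0.0311). Myc (gene ID 17869, chromosome 15, 61985341 to 61990361), a growth regulator, rose from 13.1 ± 1.42 to 28.5 ± 2.86 FPKM (adjusted p = 0.0471). Without Vil-CREPT-KO 1 the adjusted p of Myc was 0.0522, and without WT 1 and WT 2 it was 0.375 and 0.240. It was 0.0517 with a pseudocount of 0.1 and 0.0897 with no filter, and the log2 fold change was 0.89 with a pseudocount of 5 and 0.94 with the libraries rescaled without stomach mucous and pancreatic genes (all adjusted p from 0.0173 to 0.375). That of Cd44 was between 0.227 and 0.351 without a WT library. Of 9 tested target genes that the study names, 1 rose and 1 fell (median -0.31, camera adjusted p = 0.313). Of the 9, 4 were above 0 (Myc, Ccnd1, Ephb2 and Axin2, which the study also describes apart from the rest) and 5 below, so the median and the test over the whole list decide nothing. Adjusted over the list alone 1 rose and 3 fell, which is not independent evidence, since at least part of these genes was picked in the study on sequencing of irradiated intestine. Besides sequencing, the study reported lower Cd44, Ascl2, Ephb3 and Sox9 by quantitative RT-PCR in irradiated Vil-CREPT-KO intestines. Apart from Cd44 and Myc, the tested members here were at log2 fold changes of -0.60 (Ascl2), -0.99 (Ephb3), -0.31 (Sox9), -0.91 (Alcam), 0.45 (Ccnd1), 0.27 (Ephb2) and 0.34 (Axin2), with adjusted p from 0.129 to 0.513. Ephb3 was at 0.0199 without Vil-CREPT-KO 1 and Alcam at 0.0148 without Vil-CREPT-KO 2. The log2 fold change of Sox9 was 0.01 without Vil-CREPT-KO 2. Ephb1 (0.0400 against 0.0900 FPKM) and Rspo2 (0.0950 against 0.210 FPKM) were under the filter. Over 14 textbook targets the median was -0.19 (camera adjusted p = 0.442), with 1 up and 1 down, and 2 up and 3 down adjusted over the list alone. That median was 0.12 without Vil-CREPT-KO 2. Neither the ligands and receptors (20 genes, median -0.09, camera adjusted p = 0.214, with Lrp5 at -0.11 and Lgr4 at 0.15) nor the intracellular core (13 genes, median 0.17, camera adjusted p = 0.270, with Ctnnb1 at 0.35 and Csnk1a1 at 0.17) passed. Lgr4 was at -0.02 without Vil-CREPT-KO 1.

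As lists, goblet cell genes fell and Paneth cell genes rose in Vil-CREPT-KO. Of 16 goblet genes 5 fell and none rose (median -0.71, camera adjusted p = 1.6e-07 and adjusted p = 0.642 with an estimated correlation), and 10 fell adjusted over the list alone. Spdef (gene ID 30051, chromosome 17, 27714446 to 27731003), a transcription factor of goblet maturation, went from 47.5 ± 10.7 to 7.59 ± 2.62 FPKM (adjusted p = 0.0247). Agr2, a folding factor for mucins, went from 2744 ± 129 to 420.1 ± 52.2 FPKM (adjusted p = 0.0148). The stress sensor Ern2 and the transcription factor Creb3l1 fell by 2.30 and 1.52 on the log2 scale. Spdef and Agr2 are also expressed in mucous cells of the stomach, and the 11 stomach and gland mucous genes took 0.00469% and 0.0203% of the summed FPKM in the same Vil-CREPT-KO libraries against 6.91% and 7.39% in WT. In the Paneth list (17 genes) the median was 1.99 (camera adjusted p = 1.1e-05 and adjusted p = 0.642 with an estimated correlation), yet no gene rose over all genes tested and 1, Habp2, a serine protease, fell (log2 -3.57, adjusted p = 0.00417). Adjusted over the list alone, 12 rose and 1 fell. Its 10 alpha-defensins had a median of 3.07 and its other 7 genes one of 1.14, with 4 of the 7 above WT in both Vil-CREPT-KO libraries. Chosen after their values were seen, the defensin Defa24 was at 6549.95 and 2492.44 FPKM against 1029.12 and 1000.06, and lysozyme Lyz1 at 1195 ± 631 against 336.1 ± 37.2 FPKM (adjusted p = 0.135 and 0.121). Mptx2, also chosen after its values were seen, was at 304.3 ± 228 against 27.0 ± 3.37 FPKM (adjusted p = 0.0655). Over the alternatives its log2 fold change ran from 2.37 to 4.07, and it was called with the replicate number as a block. Without Vil-CREPT-KO 1 the adjusted p of Defa24, Lyz1 and Mptx2 was 0.0391, 0.0462 and 0.00107, and without Vil-CREPT-KO 2 it was 0.000640, 0.00122 and 5.7e-05. The 27 alpha-defensins took 5.60% and 1.83% of the summed FPKM in Vil-CREPT-KO and 0.655% and 0.726% in WT; single paralogs share reads and are uncertain. The Paneth median was 1.30 without Vil-CREPT-KO 1, which rests on Vil-CREPT-KO 2 as the only library of its group. The estimated correlation between the Paneth genes was 0.769. Without WT 1 or WT 2 the adjusted p of the goblet genes ran from 0.124 to 0.291, and of Habp2 from 0.124 to 0.148.

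Enteroendocrine genes went both ways. Gcg, the glucagon precursor, rose 6.67-fold to 14.7 ± 4.93 FPKM, whereas the peptide hormones Pyy and Sct fell by 1.82 and 1.49 on the log2 scale (adjusted p = 0.0257, 0.0185 and 0.0337). Of 13 tested genes 1 rose and 2 fell, or 2 and 4 adjusted over the list alone (median -0.17, camera adjusted p = 0.154). The tuft cell genes Alox5ap and Avil fell by 2.35 and 1.95. The call of Alox5ap ended with a pseudocount of 0.1 (adjusted p = 0.0663), and that of Avil with a pseudocount of 5, quantile normalization and centring on the median (0.0661, 0.0578 and 0.0589). The 7 tuft genes as a list had a median of -0.20 (camera adjusted p = 0.0782), with 2 lower in both counts, the one over all genes and the one adjusted over the list alone. Without Vil-CREPT-KO 1 and WT 1 this p was 0.0317 and 0.0426. Of the 5 tested lineage genes the study names, 1 fell (Spdef), and 1 fell adjusted over the list alone, though the study chose these genes on sorted, unirradiated cells (median -0.13, camera adjusted p = 0.227). The study also reported Neurog3, Dll1 and Atoh1, among others, as lower in crypts of Vil-CREPT-KO mice that were not irradiated. Pdx1 was at 1.42 and 27.68 FPKM in Vil-CREPT-KO and 43.21 and 41.03 in WT, Neurog3 at a log2 fold change of -0.13, Dll1 at 0.37 and Atoh1 at 0.02, a sign that centring each library on its median turned to -0.05. Neurog3 was at 0.07 without Vil-CREPT-KO 1 and at 0.11 without WT 2, and Atoh1 at -0.18 and -0.17. Without Vil-CREPT-KO 2 the adjusted p of Pdx1 was 3.4e-05. Nkx2-2, Pax6 and Nox1 were under the filter, at 0.275, 0.190 and 0.0650 FPKM against 0.290, 0.13 and 0.840. Without WT 1 or WT 2, adjusted p of Gcg, Pyy, Sct, Alox5ap and Avil ran from 0.124 to 0.362.

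Metabolic genes of the epithelium fell in some pathways and rose in others. Xenobiotic and retinol metabolism (18 genes) had 3 members fall and none rise, and 8 down and 1 up adjusted over the list alone (median -1.40, camera adjusted p = 7.2e-06 and adjusted p = 0.642 with an estimated correlation). Cyp3a11, a drug-oxidizing enzyme, fell 24.2-fold to 3.58 ± 2.55 FPKM (adjusted p = 0.0169; 16.1-fold and 48.8-fold without Vil-CREPT-KO 1 and 2), and Aldh1a1, which makes retinoic acid, and the quinone reductase Nqo1 fell by 1.76 and 1.67 on the log2 scale. In cholesterol synthesis (20 genes) Insig1, a regulator of the pathway, fell by 1.65 and 4 genes fell adjusted over the list alone (median -0.43, camera adjusted p = 0.000900 and adjusted p = 0.642 with an estimated correlation, 0.0659 without WT 1). Brush-border hydrolases and transporters (20 genes, median 0.43) rose (camera adjusted p = 0.0101 and adjusted p = 0.642 with an estimated correlation, 0.531 without Vil-CREPT-KO 2). Of these Enpep, an aminopeptidase, rose 4.26-fold to 102.0 ± 4.41 FPKM (adjusted p = 0.00963), and 6 rose and 1 fell adjusted over the list alone. The enterocyte list, which shares Enpep as its 1 called gene and has 2 higher adjusted over the list alone, was at 0.28 (22 genes, camera adjusted p = 0.162, but 0.00614 without Vil-CREPT-KO 1 and 0.0493 without WT 1). Fat absorption (18 genes, median 0.38, camera adjusted p = 0.183, with Apoa4 at -0.67 and Apoa1 at 0.43) and fatty acid oxidation (18 genes, median -0.09, camera adjusted p = 0.222, 0.0198 without Vil-CREPT-KO 2, with Acadl at 0.68) did not pass, with 1 gene of the latter lower adjusted over the list alone. Without WT 1 or WT 2 the adjusted p of Cyp3a11, Aldh1a1, Nqo1, Insig1 and Enpep ran from 0.157 to 0.359.

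Regional markers of the proximal small intestine were lower (8 genes, median -0.89, camera adjusted p = 0.0192 and adjusted p = 0.642 with an estimated correlation). The 1 called member was Gkn3, and adjusted over the list alone 2 fell and 1 rose. The camera adjusted p was 0.111 without Vil-CREPT-KO 1, 0.0891 without WT 1 and 0.193 without the stomach mucous genes. The difference was uneven between the Vil-CREPT-KO libraries: over 6 duodenal genes, chosen after some values were seen, the median was 19.4 FPKM in Vil-CREPT-KO 1, 214 in Vil-CREPT-KO 2, and 299.6 and 283 in WT 1 and 2. Akp3, an alkaline phosphatase of the duodenum, was at 48.38 and 6341.21 FPKM against 10871.6 and 10773.9 in WT, and S100g, a calcium-binding protein, at 5.35 and 1551.66 against 2970.84 and 4232.24. Of the other genes Cybrd1 was at -1.97 and Trpv6 at -3.45, and Slc40a1 at -1.43. Without Vil-CREPT-KO 1 these were -1.12, -1.87 and 0.09, and without Vil-CREPT-KO 2 they were -2.83, -5.03 and -2.95. None of these genes was called with all libraries. Without Vil-CREPT-KO 2, Akp3, S100g, Trpv6, Cybrd1 and Slc40a1 passed (adjusted p of 0.000286 at most), and without Vil-CREPT-KO 1 Trpv6 (0.00980) and Cybrd1 (0.0391) did. In the distal list 2 genes were tested (Slc51b at 0.67 and Slc51a at 0.45). The colon list (5 genes) had a median of 0.75 and a mean of -0.15 (camera adjusted p = 0.756; 1 higher adjusted over the list alone), with Slc37a2 at -2.85 and B3galt5 at 0.75. Without Vil-CREPT-KO 1 and 2 in turn Slc37a2 was at -1.28 (adjusted p = 0.0160) and -4.42 (adjusted p = 2.7e-05), and without Vil-CREPT-KO 2 Slc51b was at 1.33 (adjusted p = 0.0149), against 0.00309 without Vil-CREPT-KO 1. Pancreatic acinar genes were at a median of 0.490 FPKM in Vil-CREPT-KO 1 and at 477, 904 and 303 FPKM in Vil-CREPT-KO 2, WT 1 and WT 2. As a list (13 tested genes) they had a median of -4.13 and no called gene, over all genes or adjusted over the list alone (camera adjusted p = 0.00302 and adjusted p = 0.700 with an estimated correlation). Without Vil-CREPT-KO 1 that p was 0.930, with a median of -0.12, and without WT 1 it was 0.133. Amy2a5 was at 1.83 and 4273.21 FPKM against 7423.2 and 3981.48, and Ctrb1 at 0.820 and 1506.8 against 3082.33 and 529.76. Ctrb1 had a log2 fold change of 0.24 without Vil-CREPT-KO 1, and both genes passed without Vil-CREPT-KO 2 (Ctrb1 adjusted p = 0.000468, Amy2a5 adjusted p = 3.6e-06).

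Cell cycle and DNA replication genes were lower as a list, while lists of the damage response did not pass. Of 38 cell cycle genes 1 fell, and 3 fell adjusted over the list alone (median -0.38, camera adjusted p = 6.8e-08 and adjusted p = 0.642 with an estimated correlation). The fallen gene was Cdkn3, a phosphatase that acts on cyclin-dependent kinases, from 5.11 ± 0.0636 to 0.815 ± 0.191 FPKM (adjusted p = 0.0151), with a log2 fold change of -0.80 at a pseudocount of 5. Of 24 p53 targets, Dcxr, a sugar reductase, fell by 1.63 (1 gene over all genes and adjusted over the list alone). The median of this list was 0.06, its mean -0.06 and its direction in the test down (camera adjusted p = 0.639). Double-strand break repair (14 genes, median 0.04, camera adjusted p = 0.974, with Xrcc5 at 0.13 and Rbbp8 at 0.15) and apoptosis (15 genes, median 0.06, camera adjusted p = 0.486, with Cycs at -0.06 and Bak1 at 0.32) had no called gene, with 2 apoptosis genes higher adjusted over the list alone. The repair median was -0.03 with each library centred on its median and -0.04 without Vil-CREPT-KO 2. Xrcc5 was at -0.06 without WT 1, and Cycs at 0.04 without Vil-CREPT-KO 1. Genes of the unfolded protein response fell as a list (15 genes, none called, median -0.30, camera adjusted p = 0.0180 and adjusted p = 0.642 with an estimated correlation), with Hspa5 at -0.47 and Hsp90b1 at -0.30. This p was 0.131 without Vil-CREPT-KO 1 and 0.147 without WT 1. Hypoxia and glycolysis genes rose as a list (15 genes, none called, median 0.58, camera adjusted p = 0.0148 and adjusted p = 0.642 with an estimated correlation), with Ldha at 0.75 and Eno1 at 0.58. The p of the list was 0.0792 without WT 2, and that of Ldha went from 0.255 to 0.0412 without Vil-CREPT-KO 2. Without a WT library, adjusted p of Cdkn3 and Dcxr ran from 0.198 to 0.283.

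The EGF receptor and matrix lists were higher in Vil-CREPT-KO. Ereg, an EGF receptor ligand, rose 3.19-fold to 57.8 ± 4.60 FPKM (adjusted p = 0.0211), and the ErbB ligand Nrg1 rose by 1.30 on the log2 scale. The EGF receptor list (17 genes, 2 higher; 3 higher and 1 lower adjusted over the list alone) had a median of 0.34 (camera adjusted p = 0.0385 and adjusted p = 0.642 with an estimated correlation). This p was 0.464 without WT 2 and 0.0713 with quantile normalization. Of 20 regeneration, fetal-like and YAP target genes Ereg rose and Clu, a chaperone and marker of revival stem cells, fell from 781 ± 162 to 241.8 ± 0.269 FPKM (adjusted p = 0.0402). Adjusted over the list alone 7 rose and 1 fell (median 0.49, camera adjusted p = 0.0249 and adjusted p = 0.642 with an estimated correlation), and the p was 0.0537 without Vil-CREPT-KO 1 and 0.290 without WT 2. The matrix list (23 genes) had 2 rise, and 3 adjusted over the list alone (median 0.86, camera adjusted p = 4.6e-06 and adjusted p = 0.642 with an estimated correlation). These were the matrix metalloproteinases Mmp10, at 147 ± 8.75 against 44.6 ± 11.9 FPKM, and Mmp13 (log2 1.37). Snai1, a repressor of epithelial genes, rose by 1.26, in a mesenchymal transition list that did not pass (8 genes, 1 higher; 1 higher and 1 lower adjusted over the list alone; median 0.26, camera adjusted p = 0.578). Of 3 migration genes the study names none was called (Vim at 0.51, Lama5 at 0.63); 1 was higher and 1 lower adjusted over the list alone, and the study chose them on sorted, unirradiated cells. With a pseudocount of 5 the log2 fold change of Nrg1 was 0.77 and that of Snai1 0.49. Without WT 1 or WT 2 the adjusted p of Ereg, Nrg1, Clu, Mmp10, Mmp13 and Snai1 lay between 0.179 and 0.375.

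Antimicrobial and inflammatory genes rose as lists. Retnlb (gene ID 57263, chromosome 16, 48816856 to 48818892) had the largest called rise (log2 6.33, SE 0.29, adjusted p = 0.00263), and was at 338.14 and 190.11 FPKM against 2.06 and 2.29. Reg3b, a lectin that binds bacteria, was at 46538 ± 5462 against 11234 ± 1.70 FPKM and Reg3g at 9966 ± 2524 against 2041 ± 250.04. Reg3g was called with a pseudocount of 5, a filter at 5 FPKM, quantile normalization, and the rescaling without stomach mucous and pancreatic genes. In the main fit with all libraries neither gene was past the threshold (adjusted p = 0.123 and 0.0558). Without Vil-CREPT-KO 1 and 2 in turn these were 0.0176 and 0.00623 for Reg3b and 0.0114 and 0.00125 for Reg3g. Of 12 antimicrobial genes 1 rose, and 4 adjusted over the list alone (median 1.15, camera adjusted p = 0.0101 and adjusted p = 0.642 with an estimated correlation, 0.290 without WT 2). Of 15 inflammatory genes the chemokine Ccl3 rose (log2 1.30), and 9 rose adjusted over the list alone (median 0.95, camera adjusted p = 9.1e-06 and adjusted p = 0.642 with an estimated correlation). With a filter at a mean of 5 FPKM that p was 0.159. The rest of the 10 largest increases were in the metallothionein Mt1 (5.43-fold), the mannose-binding lectin Mbl2 (8.23-fold, 12.8-fold without WT 2), the chemokine Ccl24 (5.54-fold), the formin Inf2 (4.91-fold), the citrate transporter Slc13a2 (4.5-fold), the macrophage metalloelastase Mmp12 (5.06-fold) and the protease Prss12 (6.45-fold), besides Gcg and Enpep. Without WT 1 or WT 2, adjusted p of these 10 genes ran from 0.124 to 0.375, and that of Ccl3 was 0.291 and 0.232. With a pseudocount of 5 Ccl3 was at a log2 fold change of 0.56 and Prss12 at 0.96, and Mbl2 had an adjusted p of 0.0546 and 0.0544 with pseudocounts of 0.1 and 5.

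Interferon-stimulated genes were lower in Vil-CREPT-KO, with 1 WT library far above the other. None of 24 genes was called, over all genes or adjusted over the list alone, and the median was -1.29 (camera adjusted p = 5.0e-09 and adjusted p = 0.642 with an estimated correlation). Isg15, a ubiquitin-like protein, was at 44.37 and 55.04 FPKM against 506.91 and 131.53, and Zbp1, a nucleic acid sensor, at 110.5 ± 0.573 against 179 ± 63.2 FPKM. WT 1 was the highest library for 23 of the 24 genes. Without it the median was -0.65, which rests on WT 2 as the only WT library. The estimated correlation between the genes was 0.785, so they do not count as separate evidence. T and NK cell genes fell as a list (10 genes, none called and 7 lower adjusted over the list alone, median -0.74, camera adjusted p = 1.8e-05 and adjusted p = 0.642 with an estimated correlation), with Gzma at -1.24 (adjusted p = 0.0636, and 0.0128 without Vil-CREPT-KO 2) and Cd7 at -0.72. Mast cell genes also fell (5 genes, none called, 3 lower adjusted over the list alone, median -1.16, camera adjusted p = 0.00278 and adjusted p = 0.642 with an estimated correlation), with Mcpt2 at -1.32 (-0.67 without WT 1 and -1.97 without WT 2) and Mcpt1 at -1.28 (adjusted p = 0.241). Mcpt1 was at -0.66 without Vil-CREPT-KO 1 and at -1.90 without Vil-CREPT-KO 2 (adjusted p = 0.0144). Macrophage and dendritic cell genes rose (14 genes, none called, 2 higher adjusted over the list alone, median 0.59, camera adjusted p = 8.9e-05 and adjusted p = 0.642 with an estimated correlation), with Cd74 at 0.83 and H2-Ab1 at 0.61. These were 1.59 and 1.32 without WT 1, and 0.07 and -0.10 without WT 2. B and plasma cell genes rose (6 genes, none called by either count, median 0.45, camera adjusted p = 0.0148 and adjusted p = 0.642 with an estimated correlation, 0.102 without WT 2), with Jchain at 0.64 and Mzb1 at 0.46. In the neutrophil list (7 genes, 1 lower; 3 higher and 1 lower adjusted over the list alone) Ltf, an iron-binding protein, fell by 1.39 while the median was 1.36 (camera adjusted p = 0.183, but 0.000895 without Vil-CREPT-KO 2). Without a WT library the adjusted p of Ltf was 0.198 and 0.291.

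Stromal lists moved apart. Endothelial genes rose (11 genes, 1 higher by both counts, the second adjusted over the list alone; median 0.73, camera adjusted p = 0.000420 and adjusted p = 0.642 with an estimated correlation), among them the receptor Tie1 at 11.3 ± 4.11 against 2.43 ± 0.318 FPKM (adjusted p = 0.0455, 0.402 and 0.282 without WT 1 and WT 2, and 0.0621 with a pseudocount of 5). Fibroblast genes rose (13 genes, none called, 2 higher adjusted over the list alone, median 0.48, camera adjusted p = 0.0459 and adjusted p = 0.775 with an estimated correlation), with Dcn at 0.48 and Col3a1 at 0.65. That p was 0.497 without Vil-CREPT-KO 1, 0.205 without WT 1, 0.0772 with a filter at 5 FPKM and 0.0572 with quantile normalization. Smooth muscle genes fell (12 genes, none called by either count, median -0.61, camera adjusted p = 0.00307 and adjusted p = 0.698 with an estimated correlation, 0.0999 without Vil-CREPT-KO 2). Tagln (-0.16) and Acta2 (-0.20), its most abundant members, were at 0.19 and 0.17 without Vil-CREPT-KO 2 and at 0.15 and 0.17 without WT 2. Enteric neurons and glia (9 genes, median 0.06, camera adjusted p = 0.945; 1 higher and 1 lower adjusted over the list alone, with Vip at 0.95 and Ret at 0.66) and adipocytes (5 genes, none called by either count, median 0.65, camera adjusted p = 0.486, but 0.00107 without Vil-CREPT-KO 2, with Cidec at -0.10 and Cfd at 0.82) did not pass. The neural median was -0.44 without WT 1. Without Vil-CREPT-KO 1, Vip was at -0.20, Cidec at 0.11 and Cfd at -1.51 (adjusted p = 0.0351), and without Vil-CREPT-KO 2 Cfd was at 3.16 (adjusted p = 0.000668) and Vip at 2.10. Vip was at 0.06 without WT 1 and at 1.85 without WT 2.

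The signalling and general lists here did not pass with all libraries. The Notch (10 genes, median 0.30, camera adjusted p = 0.350, with Hes6 at -0.19 and Hes1 at 0.28) and TGF-beta and BMP lists (22 genes, median 0.29, camera adjusted p = 0.122, with Id1 at -0.16 and Id3 at -0.08) held no called gene. Adjusted over the list alone 3 of the latter were higher and 2 lower, and its p was 0.0252 without Vil-CREPT-KO 2. Hes6 was at 0.10 without WT 2 and Hes1 at -0.03 without Vil-CREPT-KO 1. Epithelial junction and keratin genes (18 genes, median 0.33, camera adjusted p = 0.0782, with Krt8 at 0.55 and Krt19 at 0.42) did not pass, but p was 0.0419 without Vil-CREPT-KO 2 and 0.0229 without WT 1. Ribosomal proteins (22 genes, median -0.07, camera adjusted p = 0.270, with Rplp1 at -0.03 and Rplp0 below 0.01 in size) had p of 0.0383 without Vil-CREPT-KO 1 and 0.0407 without WT 1, and a median of 0.06 without Vil-CREPT-KO 2 and 0.10 without WT 2. Nuclear oxidative phosphorylation genes (17 genes, median 0.15, camera adjusted p = 0.289, with Atp5b at 0.06, which centring on the median turned to -0.01, and Cox4i1 at 0.27), immediate early genes (15 genes, median 0.31, mean -0.02, camera adjusted p = 0.818, with Zfp36 at 0.31 and Fos at 0.23) and reference genes (13 genes, median -0.03, mean 0.11, camera adjusted p = 0.520, with Gapdh at -0.36 and B2m at -0.39) held no called gene. In all 24 of the 49 tested lists passed, 12 up and 12 down. None passed with an estimated correlation (camera, 0 lists at an unadjusted p under 0.05, the lowest p being 0.0687). That form had 2 residual degrees of freedom, so its misses do not show that correlation accounts for the preset calls. Nor do they exclude it, with estimated correlations of 0.785 for the interferon list and 0.987 for the pancreatic list. With fry 3 passed by direction and 31 by the mixed form.

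**Figure D3:**
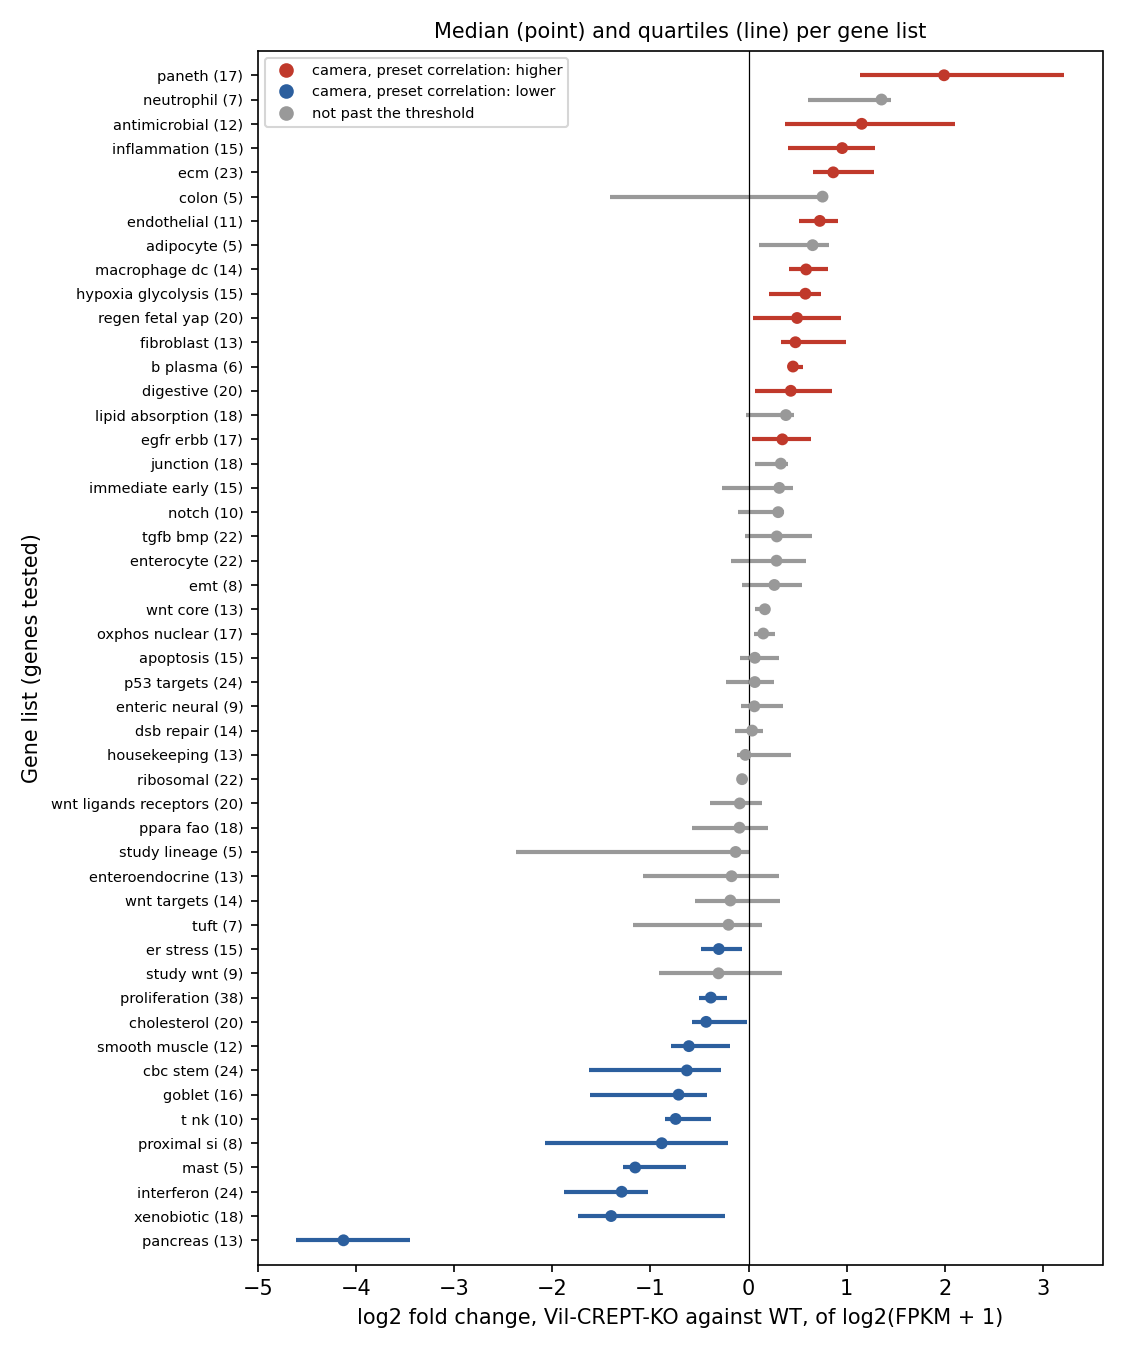
Median log2 fold change (Vil-CREPT-KO relative to WT) of each of the 49 tested gene lists with the quartiles of its genes, where colour marks the lists past the threshold by camera with the preset correlation. The Paneth list lies highest among the passing lists at 1.99, and the pancreatic list lowest at -4.13.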

Values the study reported

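The study reported 993 genes as downregulated in the irradiated Vil-CREPT-KO intestine.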

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

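The rescaling of each library without stomach mucous and pancreatic genes, and the lists without stomach mucous genes, were tests chosen only after the results were seen. The total of 241 called genes was 141 with a pseudocount of 5 (136 of them among the 241), 78 with no filter (72 shared; more genes tested), 74 when tested against a fold of 1.5, and 4 to 911 when 1 library was left out. With the other settings, the block apart, it lay between 174 and 332. The rescaling moved the median of all genes from 0.06 to -0.06 on the log2 scale and gave 44 higher and 288 lower genes. Rprd1b stayed lower and below the threshold in each of its alternatives (adjusted p 0.0717 to 0.424). Of 49 lists, 24 passed, 0 with an estimated correlation and 3 with fry, which asks another question (lineage genes of the study down, the Wnt core and fat absorption up, adjusted p = 0.0456); with other settings it was 18 to 28. Proximal intestine genes also missed with centring (0.0519) and rescaling (0.0607), and the TGF-beta list passed with rescaling (0.0494). The mixed form of fry, which asks whether members differ in either direction, gave 31 lists. The labels do not say that replicate numbers pair the samples, and the correlation of same-numbered deviations was -0.26. In both groups library 1 held Y-linked RNA and library 2 hardly any, so a block by number is also a block by that. With the number as a block, 122 genes passed (14 higher, 108 lower; 115 shared), and 19 of 51 named calls ended (Cd44, Myc, Mt1, Ccl24, Tff1, Clu, Nrg1, Dcxr, Ccl3, Insig1, Aldh1a1, Mmp10, Mmp13, Sct, Alox5ap, Avil, Ltf, Tie1 and Snai1; adjusted p 0.0507 to 0.115), with fewer degrees of freedom. With it 25 lists passed, the neutrophil list among them (adjusted p = 0.0481), and the colon list changed direction in its test (median 0.75). Count models, and edgeR on recovered reads, were not run, since the values are FPKM and whole reads were not recovered. What depth limits, at 16800000 to 17700000 fragments, was not tested, and the 5884 genes under the filter, Lgr5 among them, are there by their level.

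Signs turned in these cases, for lists by the direction of the test, and the cause was not tested. Medians alone crossed 0 in some settings for the study's Wnt genes, Wnt ligands, p53 targets, apoptosis, reference genes, oxidative phosphorylation, fatty acid oxidation and proximal intestine. The double-strand break repair median was -0.0315 with no filter, -0.0281 with centring on the median, and -0.12 with the rescaling. With these 2 scalings, in turn, Atoh1 was at -0.0475 and -0.10, Atp5b at -0.0080 and -0.0795, Rplp0 at -0.0604 and -0.13, and Eif2s3y at -0.0333 and -0.0685. The immediate early list changed direction in its test with a filter at 5 FPKM (median 0.27). With 1 library left out the list medians ran from -0.10 to 0.12 (textbook Wnt targets), -0.0388 to 0.12 (repair), -0.23 to 0.10 (ribosomal), 0.0502 to 0.45 (immediate early), -0.44 to 0.64 (enteric neural) and 0.26 to 1.05 (colon). For genes the ranges were -0.62 to 0.0103 (Sox9), -0.38 to 0.11 (Neurog3), -0.18 to 0.21 (Atoh1), -2.95 to 0.0904 (Slc40a1), -1.28 to 1.70 (Ddx3y), -2.43 to 2.49 (Eif2s3y), -0.0187 to 0.31 (Lgr4), -0.0637 to 0.32 (Xrcc5), -0.15 to 0.0431 (Cycs), -0.48 to 0.10 (Hes6), -0.0278 to 0.60 (Hes1), -0.0450 to 0.16 (Atp5b), -0.16 to 0.17 (Rplp0), -0.24 to 0.17 (Rplp1), -0.10 to 1.32 (H2-Ab1), -0.51 to 0.19 (Tagln), -0.56 to 0.17 (Acta2), -0.20 to 2.10 (Vip), -9.46 to 0.24 (Ctrb1), -0.30 to 0.11 (Cidec) and -1.51 to 3.16 (Cfd). Of 51 called genes named, 47 missed the threshold without WT 1 and 45 without WT 2, where the spread comes from the Vil-CREPT-KO pair alone, against 1 without Vil-CREPT-KO 1 and 0 without Vil-CREPT-KO 2.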

Other observations

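The tests of tissue taken farther from the stomach, of shared reads, of less tissue of other organs and of ileal tissue were chosen only after the results were seen; those of acid-secreting and pyloric stomach tissue were chosen before the values of their genes were. The bound for less tissue of other organs was changed after its values were seen. The count of genes lower in Vil-CREPT-KO was 196 here. That is lower than the value quoted from the study above.

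Red blood cell genes were near the floor, with Hba-a2 at 0.835 and 0.695 FPKM in Vil-CREPT-KO and WT and Hba-a1 at 0.310 and 0 FPKM. The libraries thus held little red cell RNA, and the amount of blood was not tested. The Y-linked genes split each group: Ddx3y was at 7.04 and 0.02 FPKM in Vil-CREPT-KO 1 and 2 and at 5.10 and 0.01 FPKM in WT 1 and 2, and Eif2s3y at 29.41, 0, 28.11 and 0. Each group thus held 1 library with and 1 without Y-linked RNA.

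Genes of gastric and Brunner's gland mucus were almost missing from the Vil-CREPT-KO libraries, in which goblet cell genes also fell (median -0.71). Acid-secreting stomach tissue in the WT samples is argued against, since the median WT level of 5 parietal and chief cell genes was 0.04 FPKM. The highest of the 5, Cblif, was at 1.01 and 0.71 FPKM in WT 1 and 2 and at 0 in both Vil-CREPT-KO libraries. Pyloric stomach tissue in the WT samples stays a candidate explanation: 5 of 5 other stomach genes (Sox2, Anxa10, Capn8, Aldh3a1 and Foxq1) had a WT mean at least 2 times the Vil-CREPT-KO mean without overlap. However, 3 of them were at 1 FPKM or more in Vil-CREPT-KO too. Sox2 was under the filter and not tested (0.31 and 0.16 FPKM in WT), and none of the other 4 was called with all libraries. Foxq1 was uneven, at 9.36 and 43.74 FPKM in Vil-CREPT-KO 1 and 2 against 59.47 and 81.14 in WT 1 and 2. Its ratio of at least 2 thus rests on Vil-CREPT-KO 1. Tissue taken farther from the stomach in the Vil-CREPT-KO samples cannot be told apart from pyloric tissue in the WT samples, since the median of 6 duodenal genes was 1.91% of the WT mean in Vil-CREPT-KO 1 but 52.2% in Vil-CREPT-KO 2. An effect of the deletion on mucous glands was not tested and stays open.

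Paneth cell genes were higher as a list in Vil-CREPT-KO, though of the 7 genes other than alpha-defensins 4 lay above WT in both libraries and Habp2 fell. Reads shared between alpha-defensin paralogs are argued against, since their summed level was 5.45 times that in WT, 2.60 times without Vil-CREPT-KO 1 and 8.29 times without Vil-CREPT-KO 2. Less tissue of other organs would raise enterocyte genes alike and is argued against as the whole cause: their median was 0.28, their upper quartile lay below the Paneth median with all libraries (0.58 against 1.99) and without each in turn (0.69 against 1.30 without Vil-CREPT-KO 1), and the Paneth median was 1.86 with the libraries rescaled without stomach mucous and pancreatic genes (camera adjusted p = 1.5e-07). Ileal tissue in the Vil-CREPT-KO samples is argued against only by 5 ileal genes at 3.0 FPKM or less, among them Fabp6 at 0.80 FPKM at most. Their median was still 0.87 and 0.22 FPKM in Vil-CREPT-KO 1 and 2 against 0.06 and 0.05 in WT. The 5 leave out Slc51a and Slc51b, the 2 tested genes of the distal list, neither of them called. Slc51a was at 71.8 and 88.66 FPKM in Vil-CREPT-KO 1 and 2 against 48.85 and 68.8 in WT 1 and 2. Slc51b was at 198.35 and 78.32 FPKM against 69.28 and 88.14. Another position along the small intestine, on which these values and the duodenal ones above bear without deciding it, and an untested effect of the deletion may each account for it.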
